A study of Flaveria robusta and Flaveria sonorensis and Flaveria ramosissima with 24 samples.

How the data were processed

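Leaf transcript abundance was measured by RNA sequencing in 4 species of Flaveria, a genus of the daisy family whose members use different types of photosynthesis. F. robusta is a C3 species, F. sonorensis and F. ramosissima are C3-C4 intermediates, and F. trinervia is a C4 species. Per the labels, plants were kept for 2 weeks at a low CO2 setting of 100 or at a control setting of 380, both written in the labels with the unit µmol m-2 s-1, which is a unit of light flux. How that unit is to be read for CO2 is not given in the sources used here. Growth chambers were set to a light intensity of 200 µmol m-2 s-1, 22 °C, 16 h of light and 8 h of dark, and 70% humidity. Total RNA was taken from mature leaves that had just expanded, and Illumina paired reads of 150 bp were made from it.

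The values used were the TPM (length-corrected transcript abundance relative to the whole library) that the authors deposited as a single table with 1 row per gene and 1 column for each of the 24 libraries. The unit was taken from the name of the deposited table and from its values. The read aligner, the quantification program, the reference sequences and the rule by which genes of the 4 species share a row are not given in the sources used here. TPM divides each gene's signal by its length and by the total of the library, so a rise of abundant transcripts lowers the TPM of every other gene. The deposited TPM of a library added up to between 857693 and 930239, below the fixed total that TPM over a whole library have, so part of each library's transcripts lies outside the rows analysed here. TPM keeps no record of depth: the number of reads behind each library is unknown, no counting error can be given, and the SD and SE below come from the spread between replicate libraries, while intervals drawn over genes are named as such. A level set across species also carries any difference in reference between them, which is why levels were not tested between species.

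Groups and replicate numbers were taken from the labels, and each of the 24 columns was matched to its library by the description in the labels. No library was left out. Among libraries, the highest Spearman correlation within a group was 0.988, and at most 0.182% of genes with a TPM of 10 or more in such a pair had an identical value, so no library was treated as a copy of another. The table held 29562 rows, of which 807 were at 0 in all 24 libraries.

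Each species was tested alone. Genes with a mean TPM of at least 1 over the 6 libraries of a species were kept, log2(TPM + 1) was taken, and low CO2 was compared with control by limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend in the prior spread). Genes with a Benjamini-Hochberg adjusted p below 0.05 are called changed. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. Differences between species in the response were tested in one limma model with 8 group means over all 24 libraries, for the genes with a mean TPM of at least 1 in each of the 4 species. The F test covered the 3 species-by-treatment terms, and a further contrast gave the response of F. trinervia minus that of F. robusta. Fold changes were compared between species across the genes tested in all 4, without p-values from genes, which are not independent replicates. Single values per library were compared by two-sided exact permutation tests, for which 3 libraries against 3 allow no p below 0.1. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

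The scripts were tested on simulated data made from the means and spreads of these libraries. Noise was drawn for each gene alone, and the planted changes were at least 2-fold. With 200 changed genes per species, the test recovered 89.5% in F. robusta (14272 genes), 94.5% in F. sonorensis (14488 genes), 89% in F. ramosissima (15917 genes) and 82.5% in F. trinervia (13865 genes). False calls made up 7.25%, 4.06%, 7.29% and 5.17% of the calls in the same order. For the F test on 8819 genes, 92.0% of 553 changed genes were recovered and 10.2% of the calls were false. For F. trinervia minus F. robusta, 85.3% of 300 were recovered and 13.2% of the calls were false. Both of these false shares are above the nominal 5%. A version with a separate spread for each species, added after the data were seen, gave false shares of 9.86% for the F test and 8.27% for F. trinervia minus F. robusta.

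The tests, the alternatives and the rule for the genes to describe were fixed before the data were examined. The alternatives were a pseudocount of 0.1, no filter on low values, a minimum mean TPM of 5, median-of-ratios scaling, quantile normalization, a prior spread without trend, a robust prior spread, the replicate number as a block, one fit over all 24 libraries for the species comparisons, and leaving out each library in turn. A rescaling without the 100 most abundant genes of a species and the version with separate spreads were chosen after the data were seen.

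The rule named, in each species, the 3 highest and 3 lowest log2 fold changes among called genes whose TPM did not overlap between the groups and reached a mean of 5 in the higher group, and the 3 genes with the smallest p in the F test. Rows of the table carry running numbers, and the files do not pair them with gene names, so the identity, function and genome position of a gene are not given here. For this reason only 2 genes that rose and 2 that fell are printed by number, and the others are described by their values. The choice of these 4 was made after their values were seen: they are the gene with the highest and the gene with the lowest log2 fold change among all genes the rule named, and one further gene each way that was expressed in at least 3 species. The parts of the plan that need gene names were void and were not run: tests of 4 fixed lists (C4 cycle, photorespiration, Calvin-Benson cycle and light harvesting), the level of C4 cycle genes in F. trinervia against F. robusta in control air, and the genes the rule named by function.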

Results

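Leaf transcriptomes of 4 Flaveria species were compared after 2 weeks at low CO2 and in control air, which asks how the transcript abundance of C3, C3-C4 and C4 plants responds when less CO2 is supplied. Each species had 3 low CO2 and 3 control libraries, which makes 8 groups and 24 libraries. The measure was TPM per gene as deposited. Because TPM keeps no depth, the reads behind a library are unknown, and the SD and SE given here come from the spread between replicates. In F. robusta, 14194 genes had a mean TPM of at least 1 and were tested. The corresponding numbers were 14436 in F. sonorensis, 15899 in F. ramosissima and 13873 in F. trinervia.

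The libraries were first compared as a whole by a principal component analysis of log2(TPM + 1) in each species. In F. robusta the first component held 76.5% of the variance, and the 3 low CO2 libraries (scores 43.8 to 68.3) lay apart from the 3 controls (-64.6 to -47.8). In F. sonorensis the first component held 61.5% and likewise parted the low CO2 libraries (39.6 to 46.3) from the controls (-47.6 to -34.3). In F. ramosissima the first component (36.0%) did not part the treatments, whereas the second (29.6%) did, with controls between 14.3 and 31.4 and low CO2 libraries between -32.8 and -9.77. The first component there ordered the replicate numbers alike in both groups. In F. trinervia the first component held 54.9%. Its low CO2 replicates 1 and 3 scored 55.7 and 59.0, but low CO2 replicate 2 scored -12.4, closer to the controls (-42.7 to -29.0). On the second component (23.5%) low CO2 replicate 2 scored -54.8, apart from all other F. trinervia libraries (-7.13 to 28.7).

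**Figure D1:**
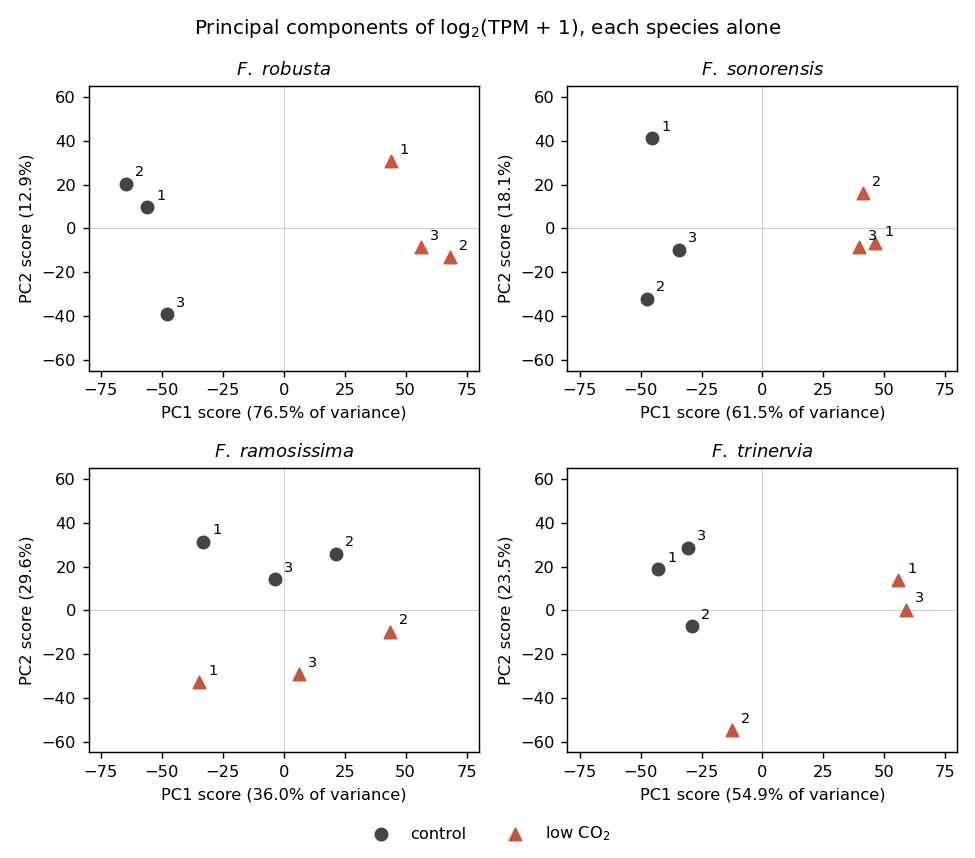
Scores of the 6 libraries of each species on the first (x axis) and second (y axis) principal component of log2(TPM + 1), computed for each species alone; circles are controls, triangles are low CO2 libraries, and the digits are replicate numbers. The first component parts the treatments in F. robusta and F. sonorensis, and the second parts them in F. ramosissima. In F. trinervia low CO2 replicate 2 (-12.4 on the first component) lies away from low CO2 replicates 1 and 3 (55.7 and 59.0). On the second component it lies away from all other libraries of the species (-54.8 against -7.13 to 28.7).

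The share of TPM held by the 100 most abundant genes of a library was examined next, because it sets the level of all other genes. In F. robusta it was 53.9% ± 0.562 (SD, n = 3) in control air and 63.7% ± 1.02 (SD, n = 3) at low CO2. In F. sonorensis it was 41.9% ± 4.54 in control air and 48.0% ± 1.05 at low CO2. The difference had an exact permutation p of 0.1 (two-sided) in both species, the smallest p that 3 libraries against 3 allow. In F. trinervia the share was 47.5% ± 2.63 and 52.7% ± 4.75 (exact permutation p = 0.2). In F. ramosissima it was 47.5% ± 2.74 and 46.9% ± 5.01 (exact permutation p = 1), a difference smaller than the spread between replicates. The median log2 fold change of all tested genes, low CO2 against control, was -0.36 in F. robusta, -0.17 in F. sonorensis, -0.12 in F. trinervia and 0.00 in F. ramosissima. Single libraries moved 3 of these medians. In F. sonorensis the median was -0.09 without control replicate 1. In F. trinervia it was -0.22 without low CO2 replicate 2, -0.18 without control replicate 3, -0.08 without control replicate 2 or low CO2 replicate 1, and -0.06 without low CO2 replicate 3. In F. ramosissima it ran from -0.10 without low CO2 replicate 2 to 0.10 without low CO2 replicate 1. Under median-of-ratios scaling the medians of F. robusta, F. sonorensis, F. trinervia and F. ramosissima became 0.02, 0.00, 0.00 and 0.00. That scaling sets the medians near 0 by construction, so these values are no separate check. With all libraries, the median gene had a lower deposited TPM at low CO2 in every species except F. ramosissima. Whether the abundant genes account for this is taken up below for F. robusta only. The numbers of higher and lower genes called in each species are given below under both scalings. The 2-fold counts, the directions shared by pairs of species and some changes of single genes are given for the deposited TPM only.

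In F. robusta, 7075 of 14194 genes (49.8%) were called changed by limma at an adjusted p below 0.05, 1187 higher and 5888 lower at low CO2. Of these, 507 were at least 2-fold higher and 2445 at least 2-fold lower. The TPM of the 3 low CO2 libraries did not overlap that of the 3 controls in 60.3% of genes, where chance gives 10%. The split between higher and lower calls was the value that moved most with the processing. It was 2588 higher and 2751 lower under median-of-ratios scaling, and 2623 higher and 2647 lower under quantile normalization. Rescaling without the 100 most abundant genes gave 2060 higher and 3362 lower. Between the deposited values and median-of-ratios scaling, 3938 genes were called in both, all 3938 in the same direction. The shared direction is no separate check, because this scaling shifts all genes of a library alike. Leaving out low CO2 replicate 2 or 3 lowered the number of higher genes to 789 or 757.

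In F. sonorensis, 2881 of 14436 genes (19.96%) were called, 656 higher and 2225 lower, and 41.8% of genes had TPM that did not overlap between the groups. At least 2-fold changes were found in 265 higher and 1220 lower genes. Median-of-ratios scaling gave 1244 higher and 1465 lower genes, quantile normalization gave 1504 higher and 1261 lower, and rescaling without the 100 most abundant genes gave 1033 higher and 1724 lower. The larger side thus changed from lower to higher genes under quantile normalization. Between the deposited values and median-of-ratios scaling, 2115 genes were called in both, all in the same direction, which again is no separate check. The number of called genes depended on single libraries: it was 1140 without low CO2 replicate 1, 1383 without low CO2 replicate 3 and 1874 without control replicate 2. Without control replicate 3, the number of higher genes was 407.

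In F. ramosissima, 46 of 15899 genes (0.289%) were called by limma, 16 higher and 30 lower, all at least 2-fold. The unadjusted p was below 0.05 for 1539 genes. TPM did not overlap between the groups in 14.1% of genes, against 10% by chance. Median-of-ratios scaling gave 7 higher and 27 lower genes, and no filter on low values left 3. With the replicate number as a block, 206 genes were called, 77 of them higher. When all 24 libraries shared one spread, 1060 genes were called, 524 higher and 536 lower. That fit takes in genes at 0 in other species, which shrink the shared spread, so 1060 may be too many. Single libraries decided the count of 46 given first. It was 0 in limma without control replicate 2, without low CO2 replicate 2 and without low CO2 replicate 3, although 1372, 1833 and 783 genes had an unadjusted p below 0.05 in these fits. The count was 2 without control replicate 3 and 8 without low CO2 replicate 1, and 46 without control replicate 1.

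In F. trinervia, 220 of 13873 genes (1.59%) were called, 25 higher and 195 lower, all at least 2-fold, and 21.3% of genes had TPM that did not overlap between the groups. The split was 29 higher and 135 lower under median-of-ratios scaling and 39 higher and 125 lower under quantile normalization. With one spread shared by all 24 libraries, 1861 genes were called, with the same limit as in F. ramosissima. Single libraries decided the count of 220: without low CO2 replicate 2, 2129 genes were called, 388 higher and 1741 lower. Of the 220 genes called with all 6 libraries, 219 were among these 2129, in the same direction. The count was 17 without control replicate 1, 44 without control replicate 3, 100 without low CO2 replicate 1 and 41 without low CO2 replicate 3. Without control replicate 2 it was 283, with 39 higher genes.

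**Figure D2:**
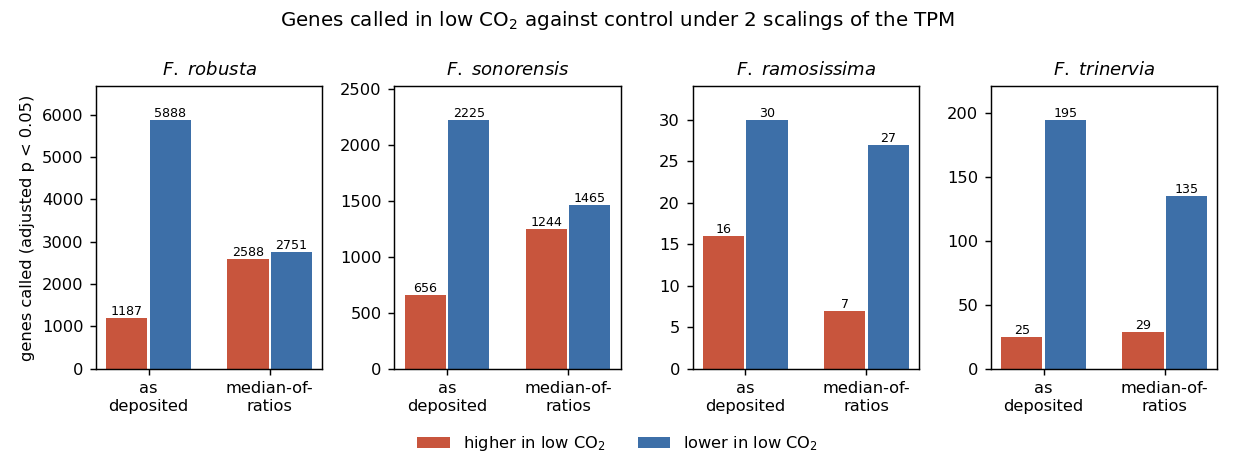
Number of genes (y axis, starting at 0 with a scale of its own in each panel) called at an adjusted p below 0.05 as higher or lower at low CO2 than in control air, for each species, with the TPM as deposited and after median-of-ratios scaling (x axis). Under the second scaling the excess of lower genes shrinks in F. robusta (2588 higher, 2751 lower) and F. sonorensis (1244 higher, 1465 lower).

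The median residual SD between replicates, on the log2(TPM + 1) scale, was 0.219 in F. robusta, 0.246 in F. sonorensis, 0.285 in F. ramosissima and 0.293 in F. trinervia. The numbers of called genes in the 4 species therefore come from different spreads, and their order does not by itself show that the responses differ, which was tested separately below.

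The genes with the largest changes were then examined. In F. robusta the 3 lowest log2 fold changes named by the rule were -7.18, -6.27 and -6.13, and the 3 highest were 4.54, 4.80 and 4.95. In F. sonorensis they were -5.54, -5.49 and -5.46 on the lower side and 3.69, 4.06 and 6.82 on the higher side. The changes were smaller in F. ramosissima, with -3.70, -3.37 and -2.98 for the lower genes and 1.77, 2.50 and 2.78 for the higher genes. F. trinervia had -6.01, -5.90 and -5.79 on the lower side and 2.31, 2.48 and 3.29 on the higher side. By the rule that named these genes, their 3 low CO2 libraries lay beyond the 3 controls.

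The highest of these changes belonged to Gene01199. In F. sonorensis its TPM was 17.6 ± 2.34 (SD, n = 3) in control air and 2136 ± 574 (SD, n = 3) at low CO2, a log2 fold change of 6.82 (SE 0.212, limma adjusted p = 1.19e-05). It was also higher in F. robusta, from 74.2 ± 44.0 to 283 ± 58.8, by 2.097 (SE 0.465, limma adjusted p = 0.00926), with the 3 low CO2 libraries above the 3 controls. In F. ramosissima the control level was already 955 ± 470, and the rise to 1852 ± 537 was not past the threshold (log2 fold change 1.02, SE 0.335, limma adjusted p = 0.325). Among the alternatives, only the replicate block took this rise past it (limma adjusted p = 0.0332, with a range over the alternatives up to 0.906). In F. trinervia its mean TPM was below 1 in both groups (0.637 ± 0.226 and 0.780 ± 0.461), and it was not tested there.

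Gene00137 rose in F. robusta from 39.8 ± 10.9 TPM to 691 ± 61.1 (SD, n = 3), a log2 fold change of 4.11 (SE 0.205, limma adjusted p = 9.64e-05). In F. sonorensis it rose from 137 ± 71.2 to 1587 ± 84.2, by 3.69 (SE 0.383, limma adjusted p = 0.00145). The low CO2 libraries lay above the controls in 3 of 3 cases in both species. In F. ramosissima it was 2245 ± 849 in control air and 2160 ± 333 at low CO2, a difference smaller than the spread between replicates (log2 fold change 0.01, SE 0.265, limma adjusted p = 0.999). In F. trinervia it was 18617 ± 2813 in control air and 36002 ± 8921 at low CO2. All 3 low CO2 libraries were above the controls there, but the change of 0.93 (SE 0.209) was not past the threshold (limma adjusted p = 0.0783). Without low CO2 replicate 2 that change was 1.02 and was called (limma adjusted p = 0.0239; the range over the alternatives was 0.0239 to 0.305). Under quantile normalization it was 0.39 and not called, the lowest of the alternatives.

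Gene09036 had the lowest log2 fold change. In F. robusta its TPM was 1025 ± 875 (SD, n = 3) in control air, with a wide spread from 99.8 to 1838 between the controls, and 3.72 ± 3.18 at low CO2. The log2 fold change was -7.18 (SE 1.05, limma adjusted p = 0.00188). In F. sonorensis it fell from 280 ± 192 to 22.5 ± 12.0, with a log2 fold change of -3.37 (SE 0.719, limma adjusted p = 0.0166). It was listed at 0 in all 6 libraries of F. ramosissima. In F. trinervia it was low in both groups, 3.67 ± 0.565 and 0.480 ± 0.831, with a log2 fold change of -1.79 (SE 0.363, limma adjusted p = 0.0636). Without low CO2 replicate 2 of F. trinervia it was -2.22 and was called (limma adjusted p = 0.00136; the range over the alternatives was 0.00136 to 0.238). With a pseudocount of 0.1 it was -3.91 and not called.

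Gene24378 fell most in F. trinervia, where its TPM was 383 ± 18.7 (SD, n = 3) in control air and 5.24 ± 2.42 at low CO2, a log2 fold change of -6.01 (SE 0.281, limma adjusted p = 0.000669). Low CO2 replicate 2 of F. trinervia shared this change, with a TPM of 7.93 against 361 to 394 in the controls. In F. sonorensis the gene fell from 106 ± 36.9 to 26.7 ± 5.24, with a log2 fold change of -1.90 (SE 0.273, limma adjusted p = 0.00392). In F. ramosissima the means were 28.1 ± 15.4 and 10.4 ± 6.55, a difference not past the threshold (log2 fold change -1.35, SE 0.474, limma adjusted p = 0.367). Among the alternatives, only the replicate block took this difference past it (limma adjusted p = 0.0323). In F. robusta the means were 349 ± 260 and 117 ± 15.6, just past the threshold (log2 fold change -1.33, SE 0.465, limma adjusted p = 0.0489). That last call did not hold under median-of-ratios scaling (-0.87, limma adjusted p = 0.197). It was also lost without control replicate 3 (-1.48, 0.0580), low CO2 replicate 1 (-1.40, 0.0772), low CO2 replicate 2 (-1.36, 0.105) and low CO2 replicate 3 (-1.21, 0.130) of F. robusta, where each pair gives the log2 fold change and the limma adjusted p. Without control replicate 1 of F. robusta the change was called but was only -0.76 (0.0409). Over all alternatives the adjusted p ranged from 0.0204 to 0.197. Relative to the shift of the median, the changes called in F. robusta and F. sonorensis for the other named genes kept their direction and their call under median-of-ratios scaling, at 2.55 and 7.004 for Gene01199, 4.57 and 3.88 for Gene00137, and -6.77 and -3.18 for Gene09036.

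**Figure D3:**
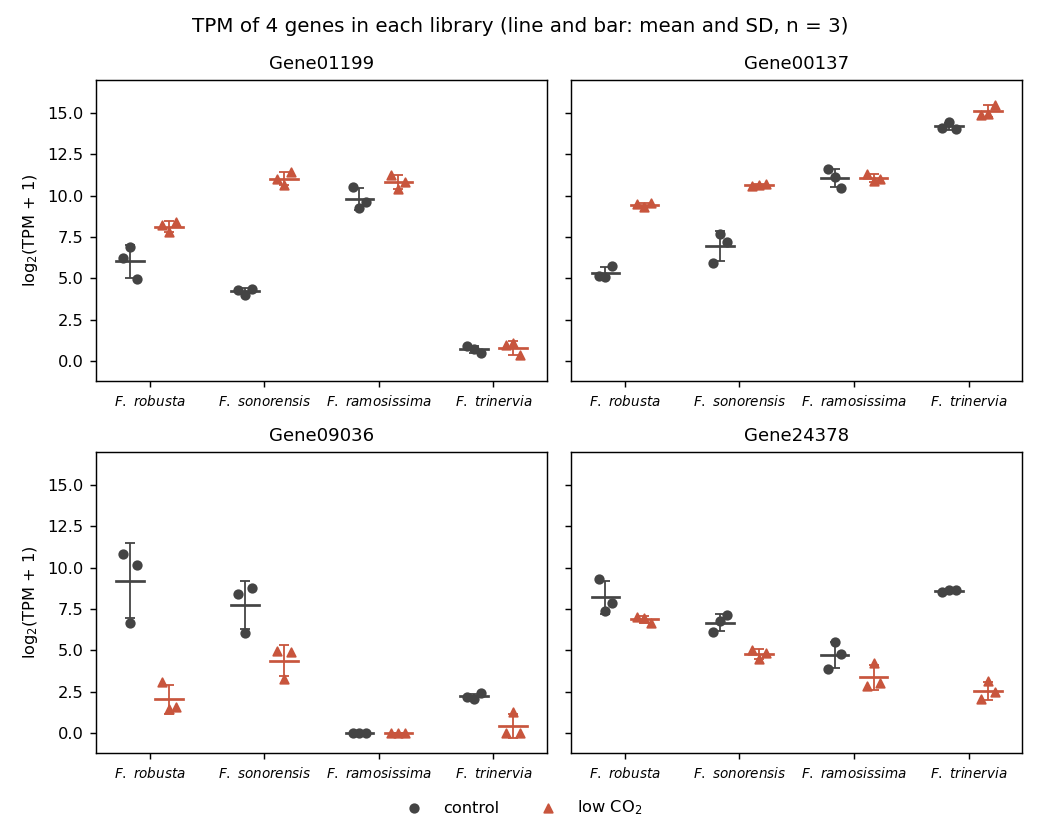
TPM of Gene01199, Gene00137, Gene09036 and Gene24378 as log2(TPM + 1) (y axis) in each of the 24 libraries, by species (x axis); circles are controls, triangles are low CO2 libraries, and lines with bars give the mean and SD (n = 3). Gene01199 and Gene00137 stand higher at low CO2 in F. robusta and F. sonorensis, Gene09036 stands lower in both, and Gene24378 falls from 383 to 5.24 TPM in F. trinervia.

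Whether the response to low CO2 differed between species was tested in one model for 8863 genes. The limma F test called 2618 of them (29.5%), and 3941 had an unadjusted p below 0.05. The change was largest in F. robusta for 67.1% of the called genes, in F. sonorensis for 20.9%, in F. trinervia for 9.24% and in F. ramosissima for 2.79%. These shares are for the deposited TPM only, on which the median log2 fold change of F. robusta was -0.36. That shift enlarges falls in F. robusta, so the shares may differ under another scaling. A minimum mean TPM of 5 moved the number of called genes most among the settings tried, to 1490, with fewer genes tested. Leaving out low CO2 replicate 2 of F. robusta gave 1596. The 3 genes with the smallest p fell in F. robusta, with log2 fold changes of -2.33, -3.66 and -4.59, and changed by between -0.50 and 1.5 in the other species. Their limma adjusted p values were 3.87e-07, 5.01e-07 and 5.01e-07. Of the 4 genes printed by number, Gene00137 (limma adjusted p = 9.69e-06) and Gene24378 (8.70e-05) were among the called genes. The other two had a mean TPM below 1 in at least 1 species and were not tested.

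The C4 species was also compared directly with the C3 species. The response of F. trinervia minus that of F. robusta was called for 1799 genes, 1337 higher and 462 lower in F. trinervia. Under median-of-ratios scaling it was 975 higher and 832 lower, under quantile normalization 1051 higher and 895 lower, and after rescaling without the 100 most abundant genes 1040 higher and 741 lower. The count was 1096 (792 higher, 304 lower) without low CO2 replicate 2 of F. robusta, and without low CO2 replicate 2 of F. trinervia it was 1191 (799 higher). Without control replicate 3 of F. trinervia, 839 genes were higher. The difference was -3.18 (SE 0.455, limma adjusted p = 0.000139) for Gene00137 and -4.69 (SE 0.637, limma adjusted p = 7.94e-05) for Gene24378.

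How far the responses resembled each other was described by correlating the log2 fold changes of pairs of species across the 8863 genes. Genes are not independent replicates, so no p-value is drawn from their number. Pearson's r was 0.394 between F. sonorensis and F. ramosissima (Spearman's rho 0.367), 0.379 between F. sonorensis and F. trinervia (0.320), and 0.347 between F. robusta and F. trinervia (0.297). It was 0.326 between F. robusta and F. sonorensis (0.314), 0.233 between F. robusta and F. ramosissima (0.231), and 0.231 between F. ramosissima and F. trinervia (0.143). Single libraries moved 3 of these values by more than 1.5 times. Between F. robusta and F. ramosissima, r was 0.0522 without low CO2 replicate 1 of F. ramosissima, 0.121 without its control replicate 2 and 0.406 without its low CO2 replicate 2. Between F. robusta and F. trinervia it was 0.171 without low CO2 replicate 1 of F. trinervia. Without low CO2 replicate 2 of F. trinervia r of this pair was 0.501, a move of less than 1.5 times that put it above the other pairs. Between F. ramosissima and F. trinervia it was 0.104 without low CO2 replicate 1 of F. ramosissima and 0.145 without its control replicate 3. The share of genes with the same sign ran from 53.6% to 68.1%, against 50.7% to 58.2% by chance given each species' own balance of signs.

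Of the genes tested in all 4 species, 1162 were called in at least 2, where 1081.5 would be called by chance if the lists were independent. Of these, 1032 (88.8%) changed in the same direction in every species that called them. F. robusta and F. sonorensis shared 1106 genes (1017 if independent), of which 982 (88.8%) went the same way, where the balance of higher and lower calls gives 69.6%. F. sonorensis and F. trinervia shared 56 genes (23.04 if independent), of which 54 went the same way (96.4%, where the balance gives 73.2%). F. robusta and F. trinervia shared 64 (55.9 if independent), 58 of them the same way (90.6% against 79.1%). F. ramosissima shared 15 genes with F. sonorensis (4.35 if independent), 15 with F. robusta (10.6) and 1 with F. trinervia (0.239), all in the same direction, where the balance gives 61.2%, 64.0% and 66.6%. These counts of F. ramosissima fall to 0 without its control replicate 2, low CO2 replicate 2 or low CO2 replicate 3, since limma then called no gene there (1372, 1833 and 783 at an unadjusted p below 0.05). Without its control replicate 3 or low CO2 replicate 1, 2 or 8 genes were called there in all. In F. trinervia 17, 44 or 41 genes were called without control replicate 1, control replicate 3 or low CO2 replicate 3, fewer than the 56 and 64 shared with all libraries. Under median-of-ratios scaling 902 genes were called in at least 2 species, 735 of them in the same direction. The number called in at least 2 species was 507 without low CO2 replicate 1 of F. sonorensis, and without its low CO2 replicate 3 it was 593. Without low CO2 replicate 2 of F. trinervia, 1738 genes were called in at least 2 species, 1556 of them in the same direction.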

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

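The tests reported here were fixed before the data were examined, except the rescaling without the 100 most abundant genes and the version with a separate spread for each species, which were chosen after the results had been seen.

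The response to low CO2 differed between the 4 species for 2618 of 8863 genes in the limma F test of the species-by-treatment terms, and this difference between groups drew attention to it. A technical explanation is the larger share of TPM taken by the most abundant genes of F. robusta at low CO2, which lowers all other genes of that species. If this shift were the source of the calls, few would be left after the 100 most abundant genes of each species are removed and the rest rescaled. The count was then 2540, and 2631 under median-of-ratios scaling, so a count of this size does not need the shift. Whether the same genes were called was not checked, so the totals cannot exclude that part of the 2618 calls rest on the shift. Unequal spread between species was the second technical explanation weighed: with a separate spread for each species the count was 3058, while in simulated data 10.2% of the calls were false with the shared spread and 9.86% with separate ones. Chance was weighed by relabelling treatments within species. Of 100 such relabellings, the real one included, 2 gave as many genes, a share under 0.05. That share does not exclude chance for a difference between the species, because it mostly restates the split of F. robusta, which has only 10 splits. The other relabelling with as many genes (3220) was 1 of 4 that kept the true grouping of F. robusta, and none of the 95 that regrouped F. robusta gave more than 241 genes. The count may therefore rest mostly on the response of F. robusta, and it was 1596 without low CO2 replicate 2 of that species. Depth is unknown, and whether the rows of the table suit the 4 species equally well was not tested, so a difference in reads shared between related genes stays open. A difference in biology between the species stays open as well and was not tested.

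The response of F. trinervia minus that of F. robusta was called for 1799 genes, again a difference between groups. The total changed little after rescaling without the 100 most abundant genes (1781), under median-of-ratios scaling (1807) and with separate spreads (1473), but its balance moved: 1337 were higher in F. trinervia and 462 lower with the deposited TPM, against 975 and 832 under median-of-ratios scaling. Part of that excess is consistent with the shift of the median in F. robusta, since the calls were 1040 higher and 741 lower once the 100 most abundant genes were left out. Of 100 relabellings within the 2 species, the real one included, 8 gave as many genes, so chance cannot be excluded by this count. The 7 other ones all kept the true grouping of F. robusta, and the 89 that regrouped F. robusta reached at most 374 genes. The count thus follows the grouping of F. robusta, for which 10 splits cannot exclude chance, and it does not show that the true grouping of F. trinervia matters. Without low CO2 replicate 2 of F. trinervia it was 1191 (799 higher), without low CO2 replicate 2 of F. robusta it was 1096 (792 higher, 304 lower), and without control replicate 3 of F. trinervia 839 genes were higher. The difference in photosynthetic type between the species is confounded with every other difference between them.

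Single genes were singled out by the same test. The 3 genes with the smallest p had limma adjusted p values of 3.87e-07, 5.01e-07 and 5.01e-07. Each fell in F. robusta, where the log2 fold changes were -2.33, -3.66 and -4.59. Over 33 or 34 alternatives each, their adjusted p stayed at or below 0.000128 and the change in F. robusta stayed between -5.18 and -1.93, far beyond the shift of the median of -0.36. Rescaling, spread and single libraries therefore leave these calls in place. The files do not give the genes' names, so a shared read or a changed reference sequence in F. robusta was not tested and stays open beside a biological difference.

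Gene00137 (limma adjusted p = 9.69e-06 in the F test) rose by 4.11 in F. robusta and by 3.69 in F. sonorensis on the log2 scale, against 0.01 in F. ramosissima and 0.93 in F. trinervia (0.39 under quantile normalization). Its control level went the other way, from 39.8 TPM in F. robusta and 137 TPM in F. sonorensis to 2245 TPM in F. ramosissima and 18617 TPM in F. trinervia. Levels between species depend on a reference that is not stated, and were not tested. Its adjusted p over the alternatives ranged from 1.00e-06 to 0.000145. Gene24378 (limma adjusted p = 8.70e-05 in the F test) changed by -6.01 in F. trinervia and by -1.33 to -1.90 in the other species (in F. robusta -0.76 without control replicate 1), and its adjusted p over the alternatives ranged from 1.07e-05 to 0.000454. For both genes the call held under all scalings tried for the F test, for Gene00137 apart from the rescaling that leaves out this gene itself. No biological explanation was tested for either gene.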

How the results depend on the processing

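The rescaling without the 100 most abundant genes and the separate spread per species were chosen after seeing the data; the other alternatives were fixed beforehand. No called change of a named gene changed its direction. Over the settings that keep all libraries, the total called ranged from 5082 to 7198 in F. robusta and from 2091 to 3724 in F. sonorensis, within 1.5 times of the reported totals, and the 6 correlations lay between 0.198 and 0.433, each within the spread over libraries left out. The prior spread without trend, the robust prior spread, the pseudocount of 0.1 and the separate spread per species changed no count by more than 1.5 times.

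Scaling moved the balance of higher and lower genes. Under median-of-ratios scaling F. robusta had 2588 higher and 2751 lower genes, F. sonorensis 1244 and 1465, F. ramosissima 7 higher, and F. trinervia minus F. robusta 832 lower. Under quantile normalization the numbers were 2623 and 2647 in F. robusta, 1504 and 1261 in F. sonorensis, 39 and 125 in F. trinervia, with 895 lower in F. trinervia minus F. robusta. Rescaling without the 100 most abundant genes gave 2060 and 3362 in F. robusta, 1033 higher in F. sonorensis, 10 higher in F. ramosissima, 126 lower in F. trinervia, and 741 lower in F. trinervia minus F. robusta. These scalings set the median change of each species near 0 by construction or by removing the abundant genes, which accounts for the direction of the move in F. robusta and F. sonorensis. For F. ramosissima and F. trinervia the cause was not tested.

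Without a filter on low values, F. ramosissima had 3 called genes by limma, 0 higher and 3 lower, with 25070 genes tested in place of 15899; 2253 genes had an unadjusted p below 0.05, 900 of them higher. With a minimum mean TPM of 5, fewer genes were tested. F. trinervia then had 139 called genes, 11 higher and 128 lower, the F test called 1490, F. trinervia minus F. robusta 1105 (810 higher, 295 lower), and 725 genes were called in at least 2 species, 631 in the same direction. With one spread shared by all 24 libraries, F. ramosissima had 1060 genes (524 higher, 536 lower) and F. trinervia 1861 (419 higher, 1442 lower). That fit keeps every gene tested in the species, also genes at 0 in the others, which add no spread and shrink the shared one. In F. ramosissima, 2595 rows with a mean TPM of at least 1 were at 0 in all other species. The more even spread of F. robusta and F. sonorensis enters as well. These 2 counts therefore assume a spread that the libraries of F. ramosissima and F. trinervia exceed.

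The labels give the groups the same replicate numbers. The correlation of same-numbered deviations from the group means was 0.25, -0.321 and 0.290 in F. robusta, 0.00162, -0.215 and -0.0747 in F. sonorensis, 0.342, 0.470 and 0.0958 in F. ramosissima, and -0.108, 0.0821 and 0.135 in F. trinervia. No species had all 3 above 0.1, the limit for treating same-numbered samples as pairs, so they were not treated as pairs. In F. ramosissima the third value lay just below that limit, and the first principal component orders the replicates alike in both groups, so a pairing there is not ruled out. With the replicate block, F. sonorensis had 418 higher genes, F. ramosissima 206 genes (77 higher, 129 lower) and F. trinervia 23 genes (0 higher by limma, where 606 had an unadjusted p below 0.05, and 23 lower). In F. ramosissima, Gene01199 (adjusted p = 0.0332) and Gene24378 (0.0323) passed the limma threshold under the block. Elsewhere the block changed no call of a named gene.

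Leaving out each library in turn gave ranges. In F. robusta the higher genes ranged from 757 to 1364. In F. sonorensis the total ranged from 1140 to 3039, the higher genes from 214 to 831 and the lower genes from 926 to 2208. In F. ramosissima the total ranged from 0 to 46, the higher genes from 0 to 11 and the lower genes from 0 to 35 (limma; at an unadjusted p below 0.05, 783 to 1833 genes). In F. trinervia the total ranged from 17 to 2129, the higher genes from 0 to 388 (limma; 327 at an unadjusted p below 0.05 in the fit with 0) and the lower genes from 17 to 1741. The F test ranged from 1596 to 3260. F. trinervia minus F. robusta ranged from 1096 to 2143 in total, 792 to 1618 higher and 304 to 525 lower. The number called in at least 2 species ranged from 507 to 1738, and those in the same direction from 455 to 1556. The libraries that moved a count by more than 1.5 times are named in the report. The cause was tested only for F. trinervia low CO2 replicate 2.

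Among the named genes, the call of Gene24378 in F. robusta was lost under 9 of 16 alternatives, including no filter, the robust prior spread (limma adjusted p = 0.0510; the range over the alternatives was 0.0204 to 0.197) and the 3 scalings above. The other called changes of named genes held in all their alternatives. Without low CO2 replicate 2 of F. trinervia, 2 more genes passed the threshold there, as given in the report. The tests of gene lists with an estimated correlation and with fry were not run, because the lists need gene names that the files do not pair with the rows. Depth is unknown for TPM, so no setting could test its effect.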

Other observations

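The tests of a swap with a control library, of RNA from another species, of the position of low CO2 replicate 2 of F. trinervia and of the spread of F. ramosissima against that of F. trinervia were chosen after the result was seen, as was the rescaling without the 100 most abundant genes as an alternative; the other tests were set before their result was seen.

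The excess of lower genes in F. robusta may come from a change in composition. The 100 genes with the highest mean TPM in F. robusta held 486769 TPM in control air and 583625 TPM at low CO2, and 66 of them were higher at low CO2. When they were left out and the rest rescaled to one total, the median log2 fold change moved from -0.36 to -0.0754, and the called genes became 2060 higher and 3362 lower in place of 1187 (789 or 757 without low CO2 replicate 2 or 3) and 5888. A larger share of TPM in abundant genes is therefore consistent with most of the shift of the median. It does not remove the whole excess, since 62.0% of the calls were still lower. Whether the abundant genes rose per cell, or total RNA changed, cannot be seen from TPM, and no biological explanation was tested.

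Low CO2 replicate 2 of F. trinervia stood apart from low CO2 replicates 1 and 3, and the number of called genes in this species was 2129 without it and 220 with it (17, 44, 100 and 41 without control replicate 1, control replicate 3, low CO2 replicate 1 and low CO2 replicate 3). A swap with a control of the same species stays open. All 3 controls lay on the control side of the first principal component, the highest at -29.0. Low CO2 replicate 2 (-12.4) lay on that side too, so the side cannot tell a control from a weakly responding low CO2 plant. RNA of another species stays open: the TPM over genes at 0 in the other 5 F. trinervia libraries was 19.3 in this library and between 10.3 and 42.3 in the others, but the reference is not stated, and on sequences of F. trinervia alone RNA of a related species would fall on genes already above 0. The TPM total of this library (900289) was the lowest of the 6 (918752 to 930239 in the others), for which no explanation was tested. A mixture of low CO2 and control RNA would put the library at about the same place between control (0) and low CO2 (1) for every gene. Over 368 genes at least 4-fold lower in low CO2 replicates 1 and 3, the interquartile range of its position on the TPM scale was 0.639, from 0.187 to 0.826. Simulated mixtures of a held-out control with low CO2 replicate 1 or 3, made only at a low CO2 share of 0.579, gave ranges between 0.213 and 0.324. Held-out controls without any mixing gave 0.641, 0.669 and 0.494 (replicates 1, 2 and 3) over their own genes, so those of replicates 1 and 2 were as wide as the observed range and that of replicate 3 was narrower. A mixture, with a larger control share for example, therefore cannot be told apart from a weaker response by this test. The reason is that 2 of the 3 controls vary as much by themselves. The library also scored -54.8 on the second principal component, against -7.13 to 28.7 in the other F. trinervia libraries. Neither a mixture nor a control plant under a low CO2 label was tested against that score.

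A control plant under a low CO2 label cannot be told apart from a plant with a weaker response by these tests. Over the genes called without it, low CO2 replicate 2 of F. trinervia lay beyond the range of the controls on the low CO2 side in 56.7% and on the other side in 18.0%, where 25% each was set as the value for a further control. That value proved too simple. A control held out in the same way, against the range of the other two controls, lay on the low CO2 side in 20.4%, 61.3% and 57.2% of genes (replicates 1, 2 and 3), against 64.6%, 71.4% and 65.1% for low CO2 replicate 2. Over the genes at least 4-fold lower, the median position of low CO2 replicate 2 between control (0) and low CO2 (1) was 0.579, and that of held-out controls was -0.151, 0.364 and 0.184. Among genes with at least 20 TPM in a pair of controls and more than 4-fold below both in low CO2 replicates 1 and 3, low CO2 replicate 2 was also 4-fold below in 20.2% to 31.1%, and the held-out controls in 0%, 10.6% and 0%. Low CO2 replicate 2 thus lay further towards low CO2 than every control on these measures, but control replicate 2 came part of the way, and 3 controls do not show how far a control can lie. A difference in the response or the age of single leaves stays open and was not tested.

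The number of genes called in F. ramosissima was 46, and 0 (limma; 1372, 1833 and 783 at an unadjusted p below 0.05) without control replicate 2, low CO2 replicate 2 or low CO2 replicate 3, 2 without control replicate 3 and 8 without low CO2 replicate 1. A larger spread between libraries was weighed as the reason for fewer calls than in F. trinervia. With all libraries the median residual SD was not larger (0.285, against 0.293 in F. trinervia), which does not support that reason. Ranges of this SD over libraries left out overlap (0.257 to 0.316 in F. ramosissima, 0.225, without low CO2 replicate 2, to 0.316 in F. trinervia). In simulated data 89% of changes were recovered against 82.5%. Those changes were at least 2-fold with noise drawn for each gene alone, so they cannot show whether spread hides a small response. With the replicate block, 206 genes were called in F. ramosissima and 23 in F. trinervia, so spread as the reason stays open. For 982 genes called in the same direction in F. robusta and F. sonorensis, the median log2 fold change in that direction was 0.25 in F. ramosissima (95% bootstrap interval over genes 0.23 to 0.28, 2000 draws) and 0.44 in F. trinervia (0.40 to 0.48), with 81.0% and 84.5% of the genes going that way. These values use the deposited TPM. On that scale the median log2 fold change of all tested genes was -0.12 in F. trinervia and 0.00 in F. ramosissima. Most calls in F. robusta and F. sonorensis were lower, so this shift may account for part of the gap. The intervals are apart, but genes are not replicates. Leaving out single libraries gave 0.08 (low CO2 replicate 1) to 0.43 (low CO2 replicate 2) in F. ramosissima and 0.30 (low CO2 replicate 1) to 0.68 (low CO2 replicate 2) in F. trinervia, which overlap. Whether the response of F. ramosissima is smaller than that of F. trinervia therefore stays open.

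Chance as the origin of the counts within species cannot be excluded by splits of the libraries, because 3 against 3 make only 10 splits. In each of the 4 species, 1 of the 10 splits, the real one, gave as many genes. No other split gave more than 2 genes by limma, a number seen in F. ramosissima.

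The correlations of log2 fold changes between species were set against all 100 pairs of splits of the libraries of both species. For F. sonorensis and F. trinervia, 1 of the 100 gave a correlation as large in size, and for F. sonorensis and F. ramosissima 4 did. For the other pairs, the number was 14 for F. robusta and F. sonorensis, 25 for F. robusta and F. trinervia, 35 for F. ramosissima and F. trinervia, and 48 for F. robusta and F. ramosissima. The exact permutation p was 0.01 and 0.04 for the first 2 pairs, and 0.06 and 0.12 after Benjamini-Hochberg adjustment over the 6 pairs. For these 2 pairs chance can be excluded at 0.05 for each pair alone but not after adjustment, and for the other 4 pairs it cannot be excluded. Leaving out single libraries kept r between 0.320 and 0.391 for the first pair and between 0.291 and 0.421 for the second. Other splits gave correlations of up to 0.594 in size (F. robusta and F. trinervia), so an axis of variation other than the treatment may be shared between libraries of different species. That axis was not identified.

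F. ramosissima differed from the other species in its rows of the table. Between 19.7% and 23.03% of rows were at 0 in its libraries, against 39.5% to 45.5% in the libraries of the other species. Of all rows, 5269 were above 0 in F. ramosissima alone and held 8.50% of its TPM, whereas such rows numbered 847 in F. robusta, 557 in F. sonorensis and 671 in F. trinervia. Spearman's rho between libraries of F. ramosissima and of other species was 0.472 to 0.546, and between the other species 0.676 to 0.699. No explanation for this was tested.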
